A study of Homo sapiens with 6 samples. Its data were reported in "Characterizing isomiR variants within the microRNA‐34/449 family" (2017).

How the data were processed

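Small RNA libraries were prepared from RNA of 3T3 cells, a mouse fibroblast line, to which a synthetic 5′-phosphate microRNA (miRNA) had been added. GEO gives human airway epithelial cells as the source of the same samples, and this difference was not settled here. According to the labels, 3 libraries received hsa-miR-34b-5p and 3 received hsa-miR-449c-5p. Of each set of 3, 1 library held the canonical sequence, 1 held the isomiR, a variant with a supplemental uridine at its 5′-end, and 1 held both at an approximately equal ratio. Each of the 6 samples was therefore the only sample of its group. The names canonical and isomiR follow the paper, which calls the more abundant form canonical. It states that miRBase lists the form with the supplemental uridine as the mature sequence.

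The authors sequenced the libraries on a SOLiD instrument. They analysed the reads with the small RNA pipeline of LifeScope v2.5.1, at default parameters, and with miRBase v18. What these defaults are was not described. For the abundance of isomiRs, the authors used a custom program that counted reads by their start relative to miRBase. Genome build, source of the other feature classes, treatment of reads that fit several features, and any filter on the listed features were not spelled out in the sources used here. The deposited table has 1 line per small RNA feature, with its name, class, identifier, coordinates and DNA sequence, followed by 6 columns of whole numbers.

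No value of these 6 columns was used here. Of their names, 3 carry the stem of miR-34 and 3 the stem of miR-449, so they show which miRNA had been added. Their suffixes are explained in none of the labels, protocols or methods read. A column could thus not be matched to the canonical, isomiR or mixed library without guessing, and 6 columns were left out. The comparisons planned before the data were examined all needed these columns, and were not made. They were the share of each form per library, the mixes against the single-form libraries, the recovery of each added miRNA, the agreement between libraries, and the marker miRNAs of epithelial and fibroblast cells. The shares also needed read start positions, whereas no line of the table separates the forms of a miRNA. Because no column was matched to 1 sample, the columns were left out in full, and the set of 3 named for one miRNA was not compared with the other set either. Depth per library, counting error and tests between groups are therefore not reported. Depth per column, the agreement between columns and the marker miRNAs would need no match to a sample. The stems alone would also allow some values per set of 3. None of these was analysed here.

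What follows describes the feature annotation only, and all of these analyses were chosen after the table had been opened. They were made with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9. Features with a miRBase mature identifier were taken as mature miRNA rows. Rows with a sequence under 15 bases were left out, which removed 2 of them. The 5′ base of the mature miRNA was taken as the base at position 2 of the listed sequence, and the seed as nucleotides 2 to 8 from it, which is 7 bases. For each row, the seed was moved toward the 3′-end by 1 to 10 bases and looked up among the seeds of all other rows. Identity 3′ of a matched seed was the percentage of equal bases over up to 12 aligned bases without gaps, averaged over the partners of a row or over all matches of a seed. Its median over seeds was set against the medians of 10000 random lists of as many pairs. The number of distinct seeds matched was set against 1000 sets of shuffled seeds. The lookup was tested on 461 simulated random sequences, where it recovered 50 of 50 planted matches. Beyond these, chance gave 11 further rows at a shift of 1 base in the simulated sequences, and up to 19 rows at shifts of 2 to 10 bases.

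Transcript rows were matched by identifier to GENCODE release 29, which uses GRCh38, and their coordinates and sequences were compared. Coordinates from the table are given as deposited, without a build name, and GRCh38 coordinates come from the match of the sequence to GENCODE transcripts. The text names members of the miR-34/miR-449 family, fixed before the data were examined. Any other miRNA named was chosen after its values were seen. Alternatives were a seed of 6 or 8 bases, the family left out, the 5′ base at position 1, sequences without their end bases, the first 18 bases of each form, and miRNA precursors alone.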

Results

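The experiment asked whether library preparation favours either 5′ form of hsa-miR-34b-5p or hsa-miR-449c-5p. It comprised 6 small RNA libraries, 3 with synthetic miR-34b and 3 with synthetic miR-449c, and had no replicate of any condition. The read counts could not be tied to individual libraries and were not used. The results below therefore concern the features against which reads were counted, and contain no measurement of abundance or of the share of either form.

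The table listed 3993 small RNA features. The largest classes were misc_RNA with 806 rows, miRNA with 779, snRNA with 677, snoRNA with 578 and tRNA from the UCSC set with 553. Of the miRNA rows, 461 carried a miRBase mature identifier and the other 318 were precursor transcripts. After removal of 2 rows with a sequence of 1 base (hsa-miR-877-5p and hsa-miR-3713), 459 mature rows remained. Their listed sequences had a median length of 24 bases and ranged from 17 to 29 bases. The span of the coordinates equalled the length of the sequence in 455 of these rows (99.1%).

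The position of both forms of each added miRNA within the table was examined first. The row of hsa-miR-34b-5p (MIMAT0000685) was placed at chromosome 11, 111383674 to 111383698, with the sequence GTAGGCAGTGTCATTAGCTGATTGT. The canonical form, AGGCAGUGUCAUUAGCUGAUUGU, has 23 bases and begins at position 3 of this row. The base before it is T, so that the isomiR begins at position 2 of the same row. The row of hsa-miR-449c-5p (MIMAT0010251) was placed at chromosome 5, 54468140 to 54468166, with the sequence GTAGGCAGTGTATTGCTAGCGGCTGTT. Its canonical form, AGGCAGUGUAUUGCUAGCGGCUGU, has 24 bases and also begins at position 3, again preceded by T. For each miRNA, both forms were held by 2 listed rows, the mature row and the precursor transcript. These numbers did not change when the first 18 bases of the forms were searched in place of the full sequence. Each row thus covers both forms, and rows of this kind do not separate them.

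Both miRNAs were located in GRCh38 through their precursor sequences. The listed miR-34b-5p sequence lies at chromosome 11, 111512949 to 111512973, on the plus strand, within MIR34B (111512938 to 111513021), and no other GENCODE gene contains it. The listed miR-449c-5p sequence lies at chromosome 5, 55172312 to 55172338, on the minus strand, within MIR449C (55172262 to 55172353). It is contained in the protein-coding gene CDC20B, on the same strand, and overlaps none of its annotated exons, which places it in an intron. The coordinates of the table differ from these GRCh38 positions. Of 2734 transcript rows, 2420 (88.5%) were found in GENCODE by identifier. The sequence was identical in 2184 of them (90.2%), whereas the position was identical in 21 (0.868%). Among 262 miRNA precursors found, 1 had the same position.

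The seed regions of the miR-34/miR-449 family were then compared. With the 5′ base at position 2 of each row, the rows of miR-34a-5p, miR-34c-5p, miR-449a and miR-449b-5p had the seed GGCAGTG. The rows of miR-34b-5p and miR-449c-5p had AGGCAGT. A shift of 1 base toward the 3′-end gave GGCAGTG in both, which is the seed of the other 4 members. From GGCAGTG onward, miR-34b-5p and miR-34c-5p shared their first 8 bases and were equal at 19 of 22 bases aligned without gaps. Over the same length, miR-449c-5p shared its first 12 bases with both miR-449a and miR-449b-5p, and was equal to them at 18 and 17 bases. Between the added miRNAs, miR-34b-5p and miR-449c-5p, 9 of 22 bases were equal and the first 8 were shared. Without gaps, 1 inserted or missing base can lower the number of equal bases after it. These numbers therefore do not show where similarity ends.

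The paper reasoned that isomiRs may be wrongly defined in other miRNA families too, and examined this with reads from other human tissues. The listed sequences hold no read starts and cannot answer that question. A narrower one was asked here, namely whether a listed seed, moved by 1 base, equals the seed of another row. Among the 459 mature rows, 44 (9.59%) had a seed that became the seed of another row after a shift of 1 base. Shifts of 2 to 10 bases, used as the background, gave between 7 and 16 rows. The seed length moved the count most, with 92 rows for a seed of 6 bases, where the longer shifts gave 34 to 56. Related rows share seeds and are not independent. When each matched seed was counted once, 22 seeds were found at a shift of 1 base and between 7 and 15 at the longer shifts.

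**Figure D1:**
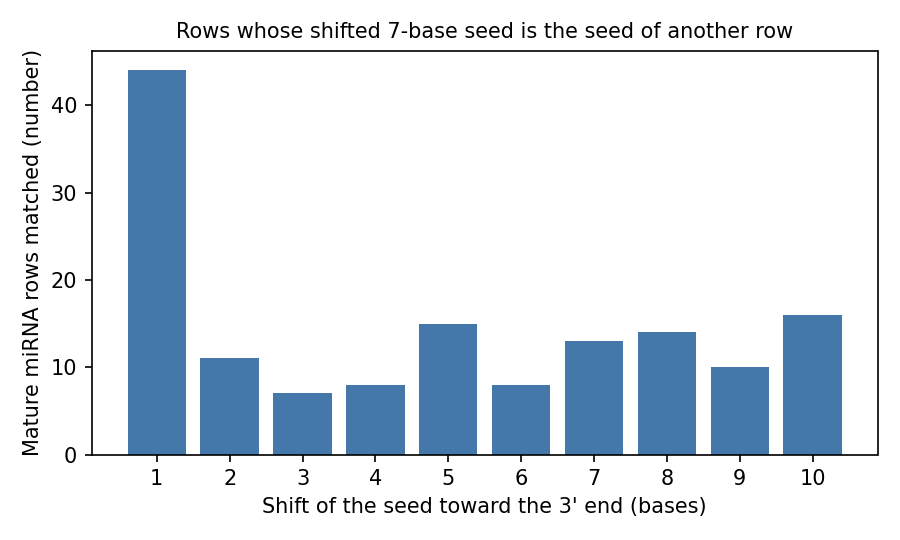
Number of mature miRNA rows (vertical axis) whose 7-base seed, moved toward the 3′-end by the number of bases on the horizontal axis, equals the seed of another row. The bar at a shift of 1 base stands at 44 rows, and the bars at shifts of 2 to 10 bases stand between 7 and 16 rows.

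Reads could also be shared between rows of the table. Of the 459 mature rows, 306 (66.7%) were held whole inside the sequence of another listed row, and 4 (0.871%) had the same sequence as another mature row. The other listed rows include the 318 precursor transcripts, and mature rows inside their own precursor were not counted apart. The 306 rows therefore do not measure sharing between different miRNAs. How the counting treated a read that fits several rows is not given in the sources used here, beyond the use of default parameters.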

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

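All alternatives reported here were chosen after the table had been seen. None of those planned before the data were examined was run, because each needed the count columns, which were left out. A paired analysis was not made for the same reason.

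The number of mature rows matched after a shift of 1 base, 44 with a seed of 7 bases, became 92 with a seed of 6 bases and 19 with a seed of 8 bases. Each stayed above its own range at shifts of 2 to 10 bases, which was 34 to 56 and 2 to 9. Without the members of the miR-34/miR-449 family whose seeds were compared above, the count was 41. Rows of the 3p arm, such as miR-34b-3p, are not among those members. With the 5′ base at position 1 the count was 51. The 21 transcript rows at their GRCh38 position became 1 when miRNA precursors alone were compared, by construction over fewer rows. Mature rows held inside another row numbered 306 with full sequences and 310 without the end bases. Whether a feature had to have reads to be listed is not known, so that depth could have decided which rows exist. This was not tested, and would bear on every number above, the 310 rows included.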

Other observations

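The tests on shuffled seeds, on identity and on the first bases were chosen after the values they concern were seen, whereas that on base runs was written before its result was seen, though after the table had been opened.

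More seeds matched after a shift of 1 base than after any longer shift tested. Families inflate the number of rows, so that each matched seed was counted once, which gave 22 seeds. Chance matches of short seeds were tested by shuffling the bases of each shifted seed. In 1000 shuffled sets the median was 9 seeds and the highest was 20, so that none reached 22, by a small margin. The shuffle keeps base composition but not base order. Base runs were tested by row only. Without seeds that hold a run of 3 equal bases, 41 rows remained at a shift of 1 base, against at most 14 at the longer shifts. Distinct matched seeds without such runs were not counted, and families inflate the rows. The test therefore does not decide whether base runs account for the excess of seeds. A candidate explanation is that related miRNAs are listed with starts 1 base apart, as for miR-34b-5p and miR-449c-5p. Averaged per matched seed, the median identity 3′ of the seed was 33.3%, above 30.3%, the 95th percentile of the medians of 10000 random lists of 22 pairs. Matches at shifts of 2 to 5 bases, however, had median identities between 27.3% and 40.8%, so that the median identity does not single out the shift of 1 base. Counted by row, 14 of the 44 matched rows (31.8%) lay above 50%, the 95th percentile of single random pairs, against 1.91% of those pairs. Of these 14 rows, 5 had miR-320e as their only partner and count as 1 seed. Counted by seed, 8 of 22 (36.4%) lay above 50% at a shift of 1 base, against 4 of 10 at a shift of 2 bases, 1 of 7 at 3, 0 of 7 at 4 and 1 of 15 at 5. By number, more seeds lay above 50% at a shift of 1 base than at each shift of 2 to 5 bases. By share, the shift of 2 bases was as high. Related rows listed 2 bases apart would also raise that share, so the share cannot decide. The explanation remains open. Single rows differed widely. Among those with the most identity, chosen after their values were seen, were miR-502-3p with miR-500a-3p at 100%, miR-181c-3p with miR-181a-3p at 83.3%, and miR-34b-3p with miR-34c-3p at 75%. The row of miR-449c-5p reached 56.2% and that of miR-34b-5p 39.6%, as means over their 4 partners. The row of miR-34b-5p thus lay below 50%, although it was equal to miR-34c-5p at 19 of 22 bases. Identity without gaps, averaged over partners, can therefore miss related rows. The matches come from listed sequences and do not show which start is the more abundant in cells. No biological explanation was tested.

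The first bases of the listed mature sequences were uneven. The base T made up 17.9% at position 1, 37.9% at position 2 and 21.6% at position 3, and it stayed at or below 24.2% at positions 4 to 6. This is consistent with listed sequences that start 1 base before the mature 5′-end, since mature miRNAs often begin with uridine. In the rows of both added miRNAs, position 2 is the start of the isomiR, and the canonical form starts at position 3. According to the paper, the isomiR is the miRBase form of both.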
